# *Drosophila* Condensin II subunit Chromosome-associated protein D3 regulates cell fate determination through non-cell-autonomous signaling

**DOI:** 10.1242/dev.133686

**Published:** 2016-08-01

**Authors:** Lindsey R. Klebanow, Emanuela C. Peshel, Andrew T. Schuster, Kuntal De, Kavitha Sarvepalli, Madeleine E. Lemieux, Jessica J. Lenoir, Adrian W. Moore, Jocelyn A. McDonald, Michelle S. Longworth

**Keywords:** dCAP-D3, KNOT, EGFR, Serum response factor, dSRF, Vein development

## Abstract

The pattern of the *Drosophila melanogaster* adult wing is heavily influenced by the expression of proteins that dictate cell fate decisions between intervein and vein during development. dSRF (Blistered) expression in specific regions of the larval wing disc promotes intervein cell fate, whereas EGFR activity promotes vein cell fate. Here, we report that the chromatin-organizing protein CAP-D3 acts to dampen dSRF levels at the anterior/posterior boundary in the larval wing disc, promoting differentiation of cells into the anterior crossvein. CAP-D3 represses KNOT expression in cells immediately adjacent to the anterior/posterior boundary, thus blocking KNOT-mediated repression of EGFR activity and preventing cell death. Maintenance of EGFR activity in these cells depresses dSRF levels in the neighboring anterior crossvein progenitor cells, allowing them to differentiate into vein cells. These findings uncover a novel transcriptional regulatory network influencing *Drosophila* wing vein development, and are the first to identify a Condensin II subunit as an important regulator of EGFR activity and cell fate determination *in vivo*.

## Abstract (precis)

**Summary:** The chromatin-organizing protein CAP-D3 maintains EGFR signaling in the developing *Drosophila* wing disc, identifying a key transcriptional regulatory network influencing vein development.

## INTRODUCTION

Cell fate decisions are often regulated by a combination of factors, including transcriptional regulation imparted though various tissue-specific and developmental stage-specific signaling pathways, as well as positional cues influenced by morphogen gradients. The developing wing discs of the fruit fly *Drosophila melanogaster* provide an excellent model with which to study mechanisms that control cell fate determination. The adult wing blade pattern includes veins and interveins. There are two types of veins in the wing: longitudinal veins termed L2-L5 and crossveins termed the anterior crossvein (ACV) and the posterior crossvein (PCV). Longitudinal vein primordia appear in the third instar larval stage, and ACV primordia have been reported to appear, although transiently, at this stage as well (Waddington, 1940; Conley et al., 2000). Several signaling pathways regulate wing vein cell fate determination, including EGFR, Hedgehog (HH), DPP and Notch (Sturtevant and Bier, 1995; Sturtevant et al., 1993; Biehs et al., 1998; De Celis, 1997; De Celis et al., 1997; Posakony et al., 1990). EGFR activity drives initial vein-specific gene expression in the larval wing disc, and later maintains vein cell fate specification (through DPP expression) in cells that will become longitudinal veins (Sturtevant et al., 1993; Diaz-Benjumea and Garcia-Bellido, 1990; Guichard et al., 1999; Martin-Blanco et al., 1999; Schnepp et al., 1996; De Celis, 1997). It is known that EGFR signaling is not necessary for the early development of the PCV, but the specific effects of EGFR expression on early development of the ACV and the mechanisms involved are not as well studied.

One way in which EGFR activity controls vein differentiation is through downregulation of the transcription factor Serum response factor (dSRF; also known as Blistered – FlyBase) in longitudinal vein primordia (Roch et al., 1998). dSRF is expressed in third instar larval wing disc cells that are destined to become intervein (Nussbaumer et al., 2000). This expression is then maintained throughout development to eclosure (Montagne et al., 1996). dSRF mutations cause ectopic vein formation, while overexpression of dSRF results in loss of veins, including the ACV (Sturtevant and Bier, 1995; Fristrom et al., 1994; Montagne et al., 1996; Valentine et al., 2014).

Here, we identify a novel role for the Condensin II complex in cell fate determination of third instar larval wing disc cells that will become the ACV. *Drosophila* Condensin II is composed of four subunits, namely SMC2, SMC4 (Gluon – FlyBase), CAP-H2 and CAP-D3, and functions to organize chromatin throughout the cell cycle. Condensin II is essential for the efficient condensation of chromosomes in mitotic prophase. Condensin II also plays important roles in organizing chromosome territories, in preventing homologous chromosome pairing and in organizing topologically associated domains to regulate transcription (Bauer et al., 2012; Hartl et al., 2008; Li et al., 2015; Joyce et al., 2012). The CAP-D3 subunit of Condensin II regulates the transcription of many genes during the larval and adult stages in the fly, including genes involved in cell fate determination (Longworth et al., 2012). Although Condensin II components have been shown to be necessary for the differentiation of mouse ESCs (Dowen et al., 2013), development of T cells (Rawlings et al., 2011) and differentiation of erythroid progenitors (Xu et al., 2006), a role for these subunits in promoting a choice between two cell fates *in vivo* has not been reported.

Here, we show that the cell fate choice to become ACV in the developing wing disc is regulated by CAP-D3 through its ability to maintain EGFR activity in cells immediately anterior to the anterior/posterior (A/P) boundary. This prevents cell death, allowing an EGFR-dependent signal to be transmitted to the neighboring cells in the L3-L4 intervein region, which blocks the upregulation of dSRF and prevents those cells from becoming intervein cells. We show that CAP-D3 represses expression of the KNOT transcription factor in the cells anterior to the A/P boundary, thus alleviating KNOT-mediated repression of EGFR activity. CAP-D3 binds to regions surrounding a *knot* enhancer and helps to maintain repressive histone marks within the region in S2 cells. These data suggest that CAP-D3/Condensin II may regulate enhancer activity to repress *knot* transcription and ultimately influence EGFR-mediated signaling to neighboring cells.

## RESULTS

### Decreased CAP-D3 expression in cells of the developing wing disc results in loss of the ACV and upregulation of dSRF

Gene ontology analysis of published microarray data comparing gene expression levels in whole, wild-type and *Cap-D3* mutant larvae and adults indicated that a significant number of the differentially expressed genes in *Cap-D3* mutants are involved in cell fate determination (Longworth and Dyson, 2010). Currently, null alleles of *Cap-D3* do not exist. Therefore, in an effort to uncover new roles for CAP-D3 during development, double-stranded RNA (dsRNA) against *Cap-D3* was expressed in various tissues and at various stages using different GAL4 drivers (Table 1). The majority of GAL4 drivers used to express *Cap-D3* dsRNA resulted in lethality; drivers that induce expression ubiquitously in all tissues caused early lethality prior to the first instar larval stage, whereas tissue-specific drivers more often caused lethality during the pupal stage.

**Table 1.**
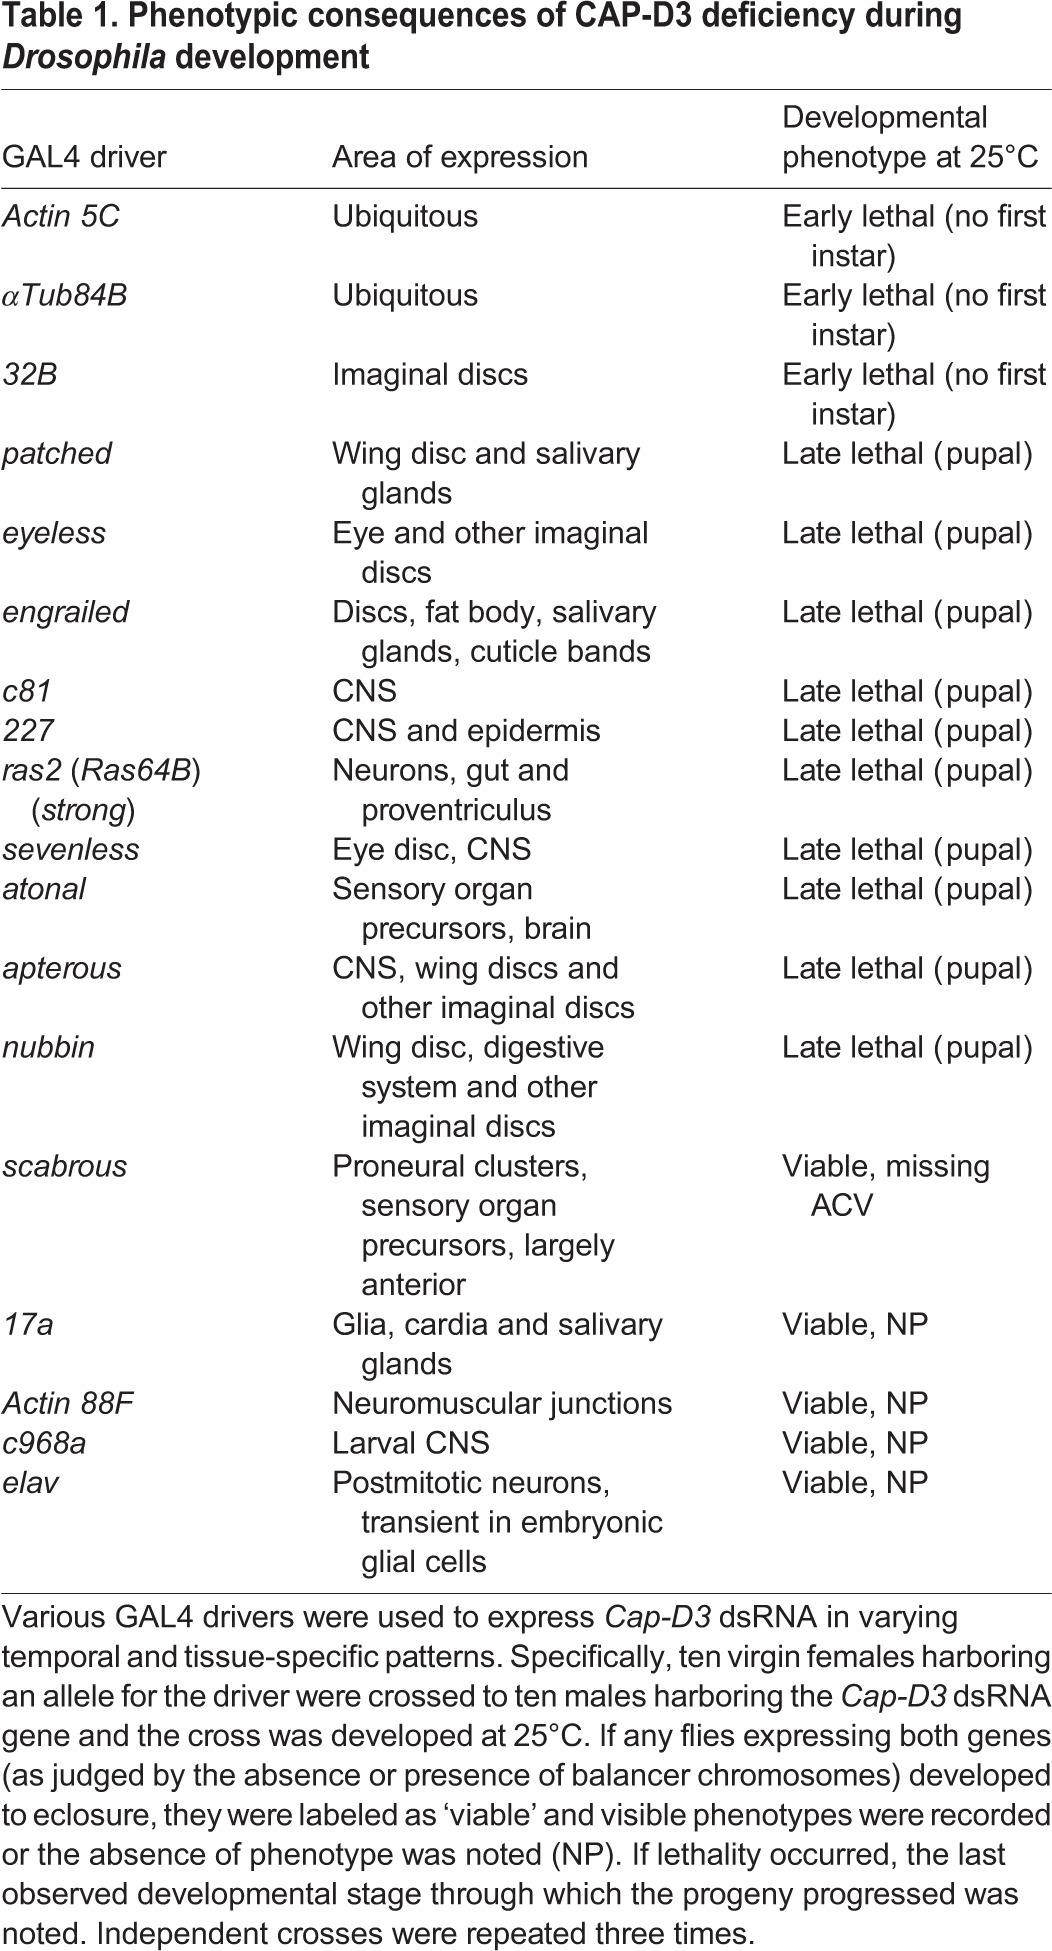
**Phenotypic consequences of CAP-D3 deficiency during *Drosophila* development**

Interestingly, *scabrous* (*sca*)-GAL4-driven expression of *Cap-D3* dsRNA in specific regions of the developing wing disc, including sensory organ precursor cells (Singson et al., 1994; Mlodzik et al., 1990), resulted in complete or partial loss of the ACV (Fig. 1A). This phenotype was not completely penetrant and was variable in terms of the number of wings per fly that exhibited loss of the ACV. Approximately 50% of flies expressing *Cap-D3* dsRNA driven by *sca*-GAL4 exhibited loss of the ACV on one or two wings, as compared with control flies expressing *GFP* dsRNA driven by *sca*-GAL4 (Fig. 1B).

**Fig. 1.**
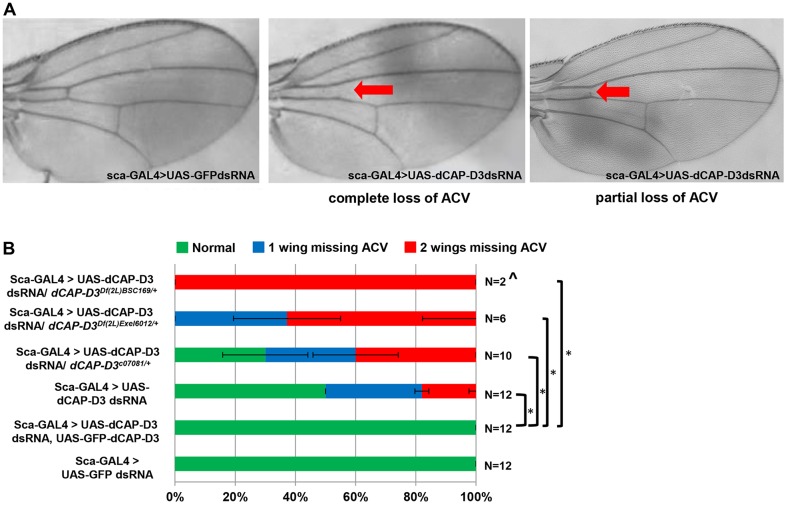
**CAP-D3 deficiency in cells anterior to the anterior/posterior (A/P) border of the developing wing disc results in loss of the anterior crossvein.** (A) Adult *D. melanogaster* wings expressing *Cap-D3* dsRNA under the control of *sca*-GAL4 exhibit complete or partial loss of the anterior crossvein (ACV), as indicated by the red arrow. (B) Frequencies of wings per adult fly that exhibit loss (complete and partial combined) of the ACV. Control flies expressing *GFP* dsRNA are compared with flies expressing various combinations of alleles that are mutant for *Cap-D3*, express *Cap-D3* dsRNA and/or overexpress CAP-D3. Percentages reflect the average of two crosses with *n* total flies in comparison to flies expressing *Cap-D3* dsRNA alone. ^This cross resulted mostly in lethality with analyses performed on *n* escapers. Error bars indicate s.d. *P<0.05 (Fisher's exact test).

Flies homozygous for a hypomorphic mutant allele of *Cap-D3* (*Cap-D3^c07081^*) or transheterozygous for this allele in combination with deletions that encompass the *Cap-D3* locus (*Cap-D3^c07081/Df(2L)Exel6012^; Cap-D3^c07081/Df(2L)BSC169^*) do not exhibit loss of the ACV, whereas single copies of these alleles do increase the frequency of ACV loss when expressed together with *Cap-D3* dsRNA (Fig. 1B). These results show that further decreasing the levels of CAP-D3 expression in the cells of the developing wing disc significantly impacts the development of the ACV, and also impacts the overall fitness of the organism, since crosses including deficiency alleles exhibited more lethality, with escapers developing wings that lacked ACVs (Fig. 1B). Importantly, overexpression of CAP-D3 protein fused to eGFP at its N-terminus [eGFP-CAP-D3 (Longworth et al., 2012)] together with *Cap-D3* dsRNA fully rescued the phenotype in all wings (Fig. 1B). CAP-D3 is a member of the Condensin II complex, which also contains SMC4, SMC2 and CAP-H2. *sca*-GAL4-driven expression of dsRNA targeting the other Condensin II subunits did not cause loss of the ACV (Fig. S1). However, expression of *Cap-D3* dsRNA in flies haploinsufficient for the Condensin II subunit CAP-H2 or the Condensin I/II subunit SMC4 enhanced the frequency of ACV loss (Fig. S2). Expression of *Cap-D3* dsRNA in flies haploinsufficient for Condensin I subunits resulted in a slight enhancement of the phenotype, although not as severe as that seen for CAP-H2 (Fig. S2). These results suggest that the development of the ACV depends most directly on CAP-D3 expression, but is strongly influenced by the Condensin II complex as a whole.

To achieve a better understanding of how decreased CAP-D3 expression might lead to loss of the ACV, immunostaining for CAP-D3 protein was performed on third instar larval wing discs expressing *Cap-D3* dsRNA or control *GFP* dsRNA under the control of *sca*-GAL4 (Fig. 2A, Fig. S3A). Myristolated RFP (mRFP) was also expressed in these discs to label the cells in which protein expression was being driven by GAL4. The results showed that CAP-D3 protein expression is effectively knocked down in cells where *sca*-GAL4 drives expression. The efficient knockdown of CAP-D3 by the expressed dsRNA was also demonstrated in third instar larval salivary glands (Fig. S3B).

**Fig. 2.**
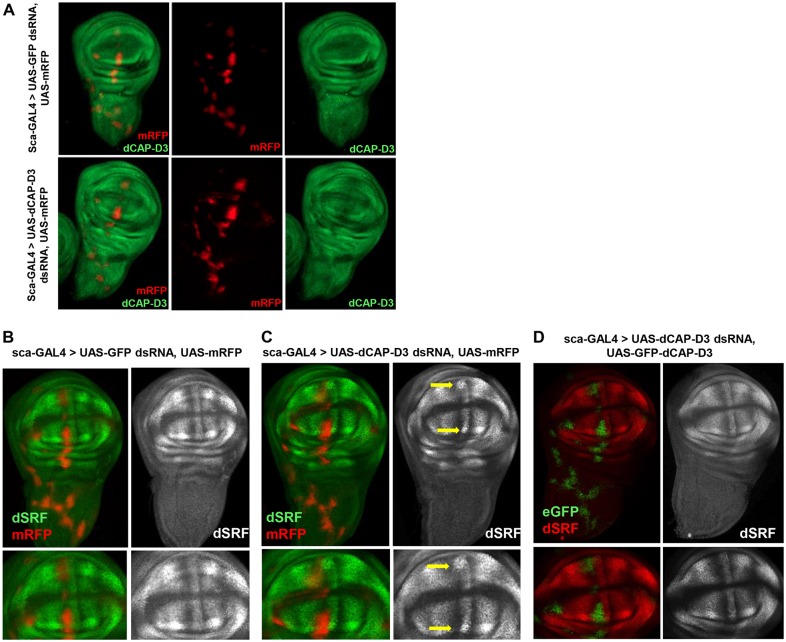
**dSRF expression is increased in cells at the A/P boundary that border CAP-D3-deficient cells in the developing wing disc.** (A) Immunostaining for CAP-D3 (green) in third instar larval wing discs expressing mRFP to mark cells in which *sca*-GAL4 drives expression. Discs expressing *Cap-D3* dsRNA show loss of staining in areas expressing mRFP (bottom row) as compared with control wing discs expressing *GFP* dsRNA (top row). (B) Immunostaining for dSRF (green) in third instar larval wing discs expressing *GFP* dsRNA reveals a normal staining pattern for dSRF. (C) Immunostaining for dSRF (green) in wing discs expressing *Cap-D3* dsRNA shows upregulation of dSRF at the outer edges of both the dorsal and ventral compartments of the pouch, between the L3 and L4 proveins in cells adjacent to those that express mRFP (arrows). (D) Immunostaining for dSRF (red) in wing discs expressing both *Cap-D3* dsRNA and eGFP-tagged CAP-D3 (green) shows rescue of dSRF levels in A/P boundary cells. Discs shown are representative of three experiments on at least five individual larvae per experiment.

Interestingly, in the wing disc, cells deficient for CAP-D3 included cells positioned near the A/P boundary, in the region where the ACV is thought to develop (Fig. 2A, Fig. S3A). The A/P boundary is maintained largely through HH-mediated regulation of gene expression (Vervoort, 2000). Two HH targets involved in A/P boundary maintenance are Engrailed (EN) and Cubitus interruptus (CI). EN is expressed on the posterior side of the wing disc and CI is expressed on the anterior side (Vervoort, 2000). Therefore, to determine whether the A/P boundary was disrupted following *Cap-D3* dsRNA expression in cells anterior to the A/P boundary, immunostaining for EN and CI was performed separately (Fig. S4). The results demonstrated that normal EN and CI protein expression patterns were maintained in *Cap-D3* dsRNA-expressing wing discs, as compared with wing discs expressing *GFP* dsRNA, suggesting that no gross changes to the A/P boundary occur as a result of *Cap-D3* dsRNA expression.

Previous work from other labs has shown that dSRF levels in cells at the A/P boundary of the developing wing disc have a significant impact on the development of wing veins, including the ACV (Roch et al., 1998; Montagne et al., 1996; Fristrom et al., 1994). Specifically, overexpression of dSRF leads to loss of the ACV, whereas decreased dSRF expression leads to ectopic wing vein formation between L3 and L4 (Roch et al., 1998). Immunostaining of third instar larval wing discs expressing *Cap-D3* dsRNA revealed a striking upregulation of dSRF in cells at the A/P boundary that were positioned immediately posterior to the mRFP-labeled cells expressing *Cap-D3* dsRNA (Fig. 2B,C, compare yellow arrows). This upregulation was abrogated in wing discs that express eGFP-CAP-D3 in addition to *Cap-D3* dsRNA, suggesting that the increased dSRF levels were caused by CAP-D3 deficiency and were not due to an off-target effect of RNAi (Fig. 2D).

If the loss of the ACV were due to the increased levels of dSRF in cells posterior to *Cap-D3* dsRNA-expressing cells, then knocking down the levels of dSRF in those cells should rescue ACV development. To test this, *sca*-GAL4 was used to drive *Cap-D3* dsRNA in flies heterozygous for a mutant allele of *dSRF* (*bs^3^*) previously shown to exhibit loss-of-function phenotypes similar to other *dSRF* alleles (Donlea et al., 2009) (Fig. S5). The results showed that expression of *bs^3^* did, in fact, suppress the loss of the ACV. These flies, however, also expressed a mutant *plexus* (*px^1^*) allele, and PX has been shown to regulate the expression of many genes involved in wing vein differentiation; *px* mutation increases *rhomboid* (*rho*) expression, which then results in decreased dSRF expression in specific regions of the wing disc (Garcia-Bellido and De Celis, 1992; Matakatsu et al., 1999). Therefore, *Cap-D3* dsRNA was expressed in the background of the mutant *px^1^* allele by itself, but results demonstrated a slight enhancement of phenotype as compared with *Cap-D3* dsRNA expression alone (Fig. S5). Taken together, these data suggest that knockdown of CAP-D3 expression in cells immediately anterior to the A/P boundary causes an upregulation of dSRF that leads to loss of the ACV later in development.

### CAP-D3 deficiency results in decreased EGFR activity

EGF signaling plays a major role in wing vein patterning. EGFR has been shown to repress dSRF levels in the larval wing disc, and loss of EGFR activity results in loss of veins including the ACV (Roch et al., 1998; Price et al., 1989). Since EGFR activation in *Drosophila* results in phosphorylation of MAPK (ERK) at two specific residues (dpERK), and many of the dpERK staining patterns in *Drosophila* imaginal discs (including wing discs) correlate with EGFR activation, immunostaining for dpERK is considered to be an effective readout of EGFR activity in the fly (Gabay et al., 1997). EGFR activity was therefore indirectly measured in *Cap-D3* dsRNA-expressing cells in the wing disc through immunofluorescence analysis of dpERK. The results demonstrated that control *GFP* dsRNA-expressing cells (Fig. 3A, top row, marked with mRFP) exhibit high levels of dpERK staining (green), whereas *Cap-D3* dsRNA-expressing cells exhibit reduced dpERK staining (Fig. 3A, bottom row). Restoration of EGFR activity through overexpression of EGFR in the *Cap-D3* dsRNA-expressing cells in these discs rescued the increased levels of dSRF present in the neighboring A/P boundary cells (Fig. 3B, compare middle and left panels). Overexpression of EGFR in cells expressing control *GFP* dsRNA, however, had no effect on dSRF levels (Fig. 3B, compare right panel with Fig. 2B). In line with these results, overexpression of EGFR in these discs almost completely suppressed the loss-of-ACV phenotype caused by CAP-D3 depletion (Fig. 3C). Additionally, overexpression of secreted forms of various EGFR ligands (Spitz, Gurken, Vein) or expression of dsRNA against an inhibitor of EGFR signaling, Argos, increased lethality in the *Cap-D3* dsRNA-expressing progeny, but rescued ACV development in eclosed flies that escaped lethality (Fig. 3C). Overexpression of a dominant-negative form of EGFR in *Cap-D3* dsRNA-expressing flies resulted in complete lethality, thus making it impossible to evaluate its effects on ACV development (data not shown). These results indicate that decreased levels of CAP-D3 expression in cells adjacent to the A/P boundary result in decreased EGFR activity, which leads to dSRF upregulation and the change to an intervein cell fate decision in the neighboring cells.

**Fig. 3.**
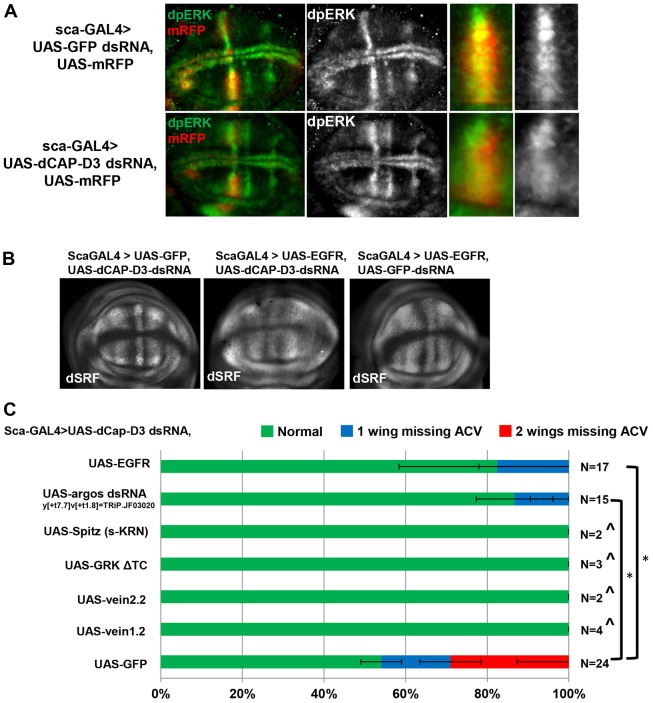
**Increased EGFR activity in CAP-D3-deficient cells decreases dSRF expression at the A/P boundary and rescues ACV development.** (A) Immunostaining for dpERK (green) in wing disc cells expressing *GFP* dsRNA (top row) or *Cap-D3* dsRNA (bottom row) driven by *sca*-GAL4 and marked with mRFP (red) shows lower levels of dpERK in CAP-D3-deficient cells anterior to the A/P boundary. The four panels to the right are magnified images of the staining pattern in the dorsal half of the L3 provein. (B) Immunostaining for dSRF in wing discs expressing *Cap-D3* dsRNA compared with those expressing both *Cap-D3* dsRNA and UAS-EGFR (left versus middle panels) and compared with discs expressing just UAS-EGFR (right panel) under the control of *sca*-GAL4. Discs shown are representative of three experiments on at least five individual larvae per experiment. (C) Frequencies of wings per adult fly that exhibit loss of the ACV in flies expressing *sca*-GAL4-driven *Cap-D3* dsRNA alone or in combination with UAS-EGFR or regulators of EGFR activity. *P<0.05 (Fisher's exact test), in comparison to flies expressing *Cap-D3* dsRNA and UAS-GFP. Error bars indicate s.d. ^This cross resulted mostly in lethality with analyses performed on *n* escapers.

### KNOT, a repressor of EGFR activity and activator of dSRF expression, is upregulated in CAP-D3-deficient cells

KNOT is a helix-loop-helix transcription factor of the COE (Collier/Olf1/EBF) family of transcription factors that has roles in the patterning and development of a number of tissues in the fly. Importantly, KNOT has been shown by several groups to promote intervein cell fate decisions in the wing, largely through its abilities to repress EGFR activity and upregulate dSRF levels (Vervoort et al., 1999; Mohler et al., 2000). Interestingly, *in situ* hybridization experiments in larval wing discs expressing *Cap-D3* dsRNA under the control of *sca*-GAL4, using an antisense probe to detect *knot* transcript levels, revealed that *knot* transcription in third instar larval wing discs is increased in the cells immediately anterior to the A/P boundary, as compared with control wing discs expressing *GFP* dsRNA (Fig. 4A, arrowheads). *In situ* experiments using a control sense probe did not detect any signal (data not shown). Furthermore, KNOT protein is similarly increased in CAP-D3-deficient cells anterior to the A/P boundary, as evidenced by immunofluorescence analyses (Fig. 4B, arrowheads). This increase in KNOT protein in *Cap-D3* dsRNA-expressing cells was quantified by immunostaining for EN to mark the posterior border, followed by measurement of the spread of KNOT protein staining on the dorsal and ventral edges of the wing pouch, in the areas where *sca*-GAL4 drives expression (Fig. S6A, arrows). The distance between the last cell expressing EN in the posterior compartment and the last cell expressing KNOT in the anterior compartment was measured in the regions at the distalmost portions of the pouch, and then divided by the same measurement taken in the middle of the pouch at the regions on each side of the dorsal/ventral boundary, to control for changes in disc shape. Results showed a significant increase in the spread of KNOT staining anterior to the A/P boundary on the dorsal half of wing discs expressing *Cap-D3* dsRNA (Fig. S6B). There was also an average increase in KNOT staining anterior to the A/P boundary on the ventral half of these discs, but it was more variable between discs, and therefore not as statistically significant (Fig. S6C).

**Fig. 4.**
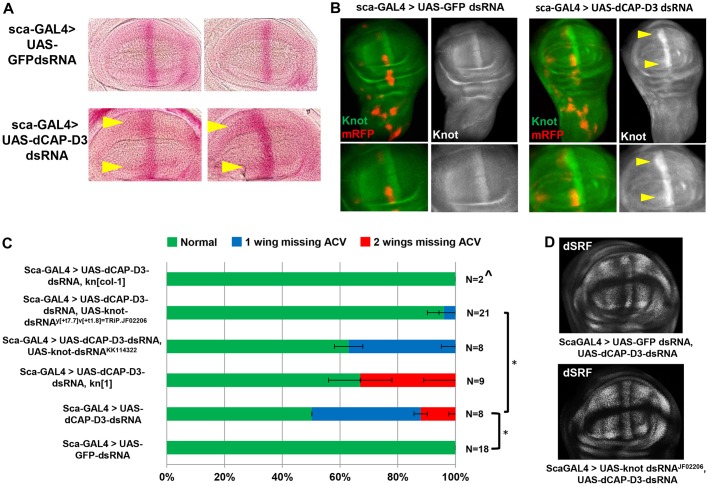
**CAP-D3-mediated repression of *knot* transcription is necessary for maintaining low levels of dSRF at the A/P boundary.** (A) RNA *in situ* hybridization experiments in wing discs expressing *sca*-GAL4-driven *GFP* dsRNA as a control (top row) or *Cap-D3* dsRNA (bottom row) show increased levels of *knot* transcripts in cells anterior to the A/P boundary (arrowheads). (B) Immunostaining for KNOT in wing disc cells expressing *GFP* dsRNA (left panels) or *Cap-D3* dsRNA (right panels) shows increased KNOT protein levels in cells expressing *Cap-D3* dsRNA as marked by mRFP (red) and the arrowheads. (C) Frequencies of wings per adult fly that exhibit loss of the ACV in flies expressing *sca*-GAL4-driven *Cap-D3* dsRNA alone or in combination with *knot* dsRNAs or mutant *knot* alleles. Percentages reflect the average of two crosses with *n* total flies. *P<0.05 (Fisher's exact test), in comparison to flies expressing *Cap-D3* dsRNA alone. Error bars indicate s.d. ^This cross resulted mostly in lethality with analyses performed on *n* escapers. (D) Immunostaining for dSRF in wing discs expressing either *Cap-D3* dsRNA and *GFP* dsRNA (top panel) or *Cap-D3* dsRNA and *knot* dsRNA (bottom panel) demonstrates lower levels of dSRF in the *Cap-D3*/*knot* dsRNA-expressing discs. Discs shown are representative of three experiments on at least five individual larvae per experiment.

To test whether this upregulation of KNOT in CAP-D3-deficient cells anterior to the A/P boundary might be responsible for increased dSRF levels in the neighboring cells and the concomitant loss of the ACV, *sca*-GAL4 was used to drive *Cap-D3* dsRNA in combination with *knot* dsRNA or in flies that were heterozygous for a hypomorphic allele of *knot*, *kn[1]*, or the amorphic allele *kn[col-1]* (Fig. 4C). Expression of *Cap-D3* dsRNA in cells that also expressed the *kn[col-1]* allele resulted in complete rescue of ACV development, although the number of progeny that eclosed was drastically reduced. Expression of *knot* dsRNA or the *kn[1]* allele also suppressed the loss-of-ACV phenotype, although not to the same extent as the *kn[col-1]* allele. Co-expression of *Cap-D3* dsRNA and *knot* dsRNA, which suppressed the loss-of-ACV phenotype to the greatest extent (*knot dsRNA^y[+t7.7]v[+t1.8]=TRiP.JF02206^*), also depressed dSRF in cells in the A/P boundary to levels seen in control wing discs expressing *GFP* dsRNA (Fig. 4D).

### CAP-D3 binds to DNA surrounding the KN01 enhancer in the *knot* locus

The expression of *knot* in the developing wing disc is influenced by many signaling pathways, but transcription in the wing pouch of the third instar larval wing disc is directly controlled by two different enhancers (Hersh and Carroll, 2005; McKay and Lieb, 2013). The more recently identified KN01 enhancer seems to be more active in the pouch, and is located in the fourth intron of the gene (McKay and Lieb, 2013). Since our data suggested that CAP-D3 represses *knot* transcription, we tested whether it does so directly in S2 cells. qRT-PCR analysis demonstrated that decreased *Cap-D3* levels in S2 cells expressing *Cap-D3* dsRNA did indeed result in upregulation of *knot* transcripts, similar to observations in the wing disc (Fig. 5A). These analyses also revealed that *dSRF* levels remain unchanged in *Cap-D3* dsRNA-expressing S2 cells (Fig. S7). This is not surprising, however, given that EGFR protein is not expressed in S2 cells (Schweitzer et al., 1995) and therefore does not act to repress *dSRF* expression, thus rendering *knot* upregulation irrelevant.

**Fig. 5.**
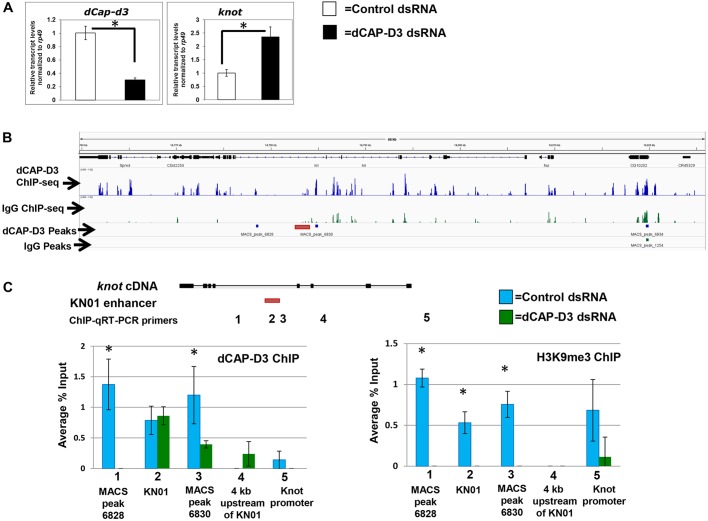
**CAP-D3 binds the region encompassing the *knot* enhancer KN01 and represses *knot* transcription in S2 cells.** (A) qRT-PCR analysis of *Cap-D3* and *knot* transcript levels in S2 cells shows that *Cap-D3* dsRNA treatment decreases *Cap-D3* transcripts and increases *knot* transcripts in comparison to treatment with control (T7) dsRNA. Data are the average of three experiments. (B) Depiction of ChIP-seq results at the *knot* locus, showing significant CAP-D3 peaks (blue) not found in the set of IgG ChIP-seq peaks (green). All peaks were first normalized to input and significant peaks were identified by MACS peak finder (bottom two rows, where boxes indicate a significant peak). (C) ChIP for CAP-D3 (left) or H3K9me3 (right) was performed in S2 cells treated with control or *Cap-D3* dsRNA and analyzed by qRT-PCR. The location of the KN01 enhancer is depicted by a red box. Sequences targeted by primer sets for the ChIP-qRT-PCR experiments are indicated (1-5). *P<0.05, Student's unpaired *t*-test; error bars indicate s.d.

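The deposited MACS results are 1 list of CAP-D3 peaks and 1 list of IgG peaks, each called by the authors against input chromatin, with a score per peak that is −log10 of the MACS probability and was calculated by the authors. A score of at least 10 was taken here as the paper's P of 1e-10, because the peaks drawn in the figure have scores above 10. At the knot locus, neither MACS peak 6828 nor MACS peak 6830 overlapped any peak of the deposited IgG list, including IgG peaks with scores below 10. The nearest IgG peak within knot lay on 2R from 14788478 to 14788727, 3468 bp from MACS peak 6830, and its score was 7.14, so it did not reach the threshold. In the neighboring gene Pgm2b, a CAP-D3 peak from 14819663 to 14819929 shared 261 bp with an IgG peak. Across the genome, 452 of the 9215 CAP-D3 peaks with a score of at least 10 on 2L, 2R, 3L, 3R, 4 and X overlapped an IgG peak with a score of at least 10 by 1 bp or more, a share of 4.91% (95% Wilson confidence interval 4.48 to 5.37%, counting error only). Random placements of the CAP-D3 peaks on their own chromosomes gave a mean of 0.501% (one-sided permutation test, p = 0.001, the smallest that 1000 placements can give). The share was 16.7% when every deposited IgG peak was counted, the alternative that raised it most. Among the 496 CAP-D3 peaks with a score of at least 20 it was 12.9%, against IgG peaks with a score of at least 10. Seen from the control, 454 of 772 IgG peaks with a score of at least 10 (58.8%, 95% Wilson interval 55.3 to 62.2%) overlapped a CAP-D3 peak of the same threshold. Over all sequences, 8796 of 9254 CAP-D3 peaks overlapped no IgG peak with a score of at least 10, and 7701 overlapped no deposited IgG peak. Both lists were called against input, and read counts were not analysed here, so the overlap that a shared input would give by itself could not be simulated.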

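In ChIP-seq, DNA bound by a protein is recovered with an antibody and sequenced, and regions with more fragments than control chromatin are called as peaks. S2 cells are a Drosophila cell line, and IgG, which recognizes no particular chromatin protein, shows what is recovered without a specific antibody. Input is chromatin that was not precipitated. The samples comprised CAP-D3 ChIP, IgG ChIP and input, with 2 samples each according to their labels, whereas the paper's methods give 3 ChIP experiments for each antibody. The labels and the methods also differ in other details. The paper states that S2 cells (S2-DRSC) were used, and the labels give S2R+ cells. Chromatin was digested with 500 units of micrococcal nuclease according to the paper and with 10 units according to the labels. The paper names a HiSeq sequencer, and the labels name the Genome Analyzer, with 15 cycles of PCR and DNA of about 250 bp. CAP-D3 was precipitated with 10 µg of antibody YZ384, and the IgG control with 10 µg of IgG. The authors ran MACS against input and deposited 1 peak list per antibody, without values for single experiments, and the paper's text does not name how the experiments entered each list. There were therefore no replicates to compare, and the numbers below carry no error between experiments. The lists hold no read counts, so the depth of each library is unknown. A more deeply sequenced library gives more peaks at the same probability, so the numbers of CAP-D3 and IgG peaks are not measures of relative binding. The score scale was read from the lists. The lowest score in both was 2, which is 0.01 on a −log10 scale, and the peaks drawn in Fig. 5B at the knot locus have scores above 10 while their undrawn neighbors have scores below 10. The paper's text does not name the genome assembly. Gene spans of the Release 6 plus ISO1 MT assembly fitted the peak positions, since 2.8% of CAP-D3 peak midpoints lay within 150 bp of an annotated gene end, against 8.34 to 8.98% when the peaks were moved by 500 bp or more in either direction. These gene spans were used to assign peaks to genes.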

Chromatin immunoprecipitation for CAP-D3 combined with high-throughput sequencing (ChIP-seq) was next performed in S2 cells and compared with ChIP-seq for IgG as a control, following normalization of both data sets to the input signal. In total, 9059 binding sites (*P*=1×10^−10^) were identified for CAP-D3 (see GEO accession GSE74413). 

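The deposited CAP-D3 list held 22108 peaks, of which 9254 had a score of at least 10. Of these, 9215 lay on 2L, 2R, 3L, 3R, 4 and X, and 39 lay on other sequences of the assembly. The median length of the 9254 peaks was 339 bp, with a range from 250 to 2395 bp, and together they covered 3.84 Mb. Their median score was 12.735 and their highest was 141.35, so most lay close to the threshold, and 515 reached a score of 20. As a ratio, raising the threshold to that score changed the count more than leaving the threshold out. The IgG list held 3915 peaks, of which 779 had a score of at least 10 and 30 had a score of at least 20. The median length of the 779 IgG peaks was 289 bp. With 1 list per antibody, the variation of these counts between experiments could not be estimated.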

Previously, it was shown that CAP-D3 orthologs in other organisms bind primarily to gene promoters (Kranz et al., 2013). However, the majority of CAP-D3 binding sites in S2 cells were not within gene promoters, with more than 50% of the binding sites positioned within exons and introns (Fig. S8).

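The midpoints of the 9215 CAP-D3 peaks on the 6 chromosomes were assigned to gene spans of the Release 6 plus ISO1 MT annotation. That annotation was used here without strand, transcript starts or exons, so promoters were approximated by windows at both ends of every gene, from 1000 bp outside to 100 bp inside, and exons and introns were taken together as the rest of the gene span. Because the 3′ ends of genes are included, the windows give an upper limit for promoters at the outer ends of genes, but promoters inside a gene are not covered. Gene-end windows held 1922 CAP-D3 peaks, or 20.9% (95% Wilson interval 20.0 to 21.7%), and 1000 random placements gave a mean of 21.7% (two-sided permutation test, p = 0.0539). Gene spans outside these windows held 5759 peaks, or 62.5% (61.5 to 63.5%), against a mean of 54.8% for random placements (p = 0.002 from the same permutation test, the smallest it can give). The remaining 1534 peaks (16.6%) lay outside genes and windows. In percentage points, the alternative that moved these shares most was a window from 3000 bp outside to the gene end. It held 49.6% of the peaks and left 39.7% in the rest of the gene spans. With that window the direction at gene ends was reversed, since random placements gave a mean of 43.1% (two-sided permutation test, p = 0.002). Of 772 IgG peaks, 15.4% (13.0 to 18.1%) lay in gene-end windows and 61.7% (58.2 to 65.0%) in gene spans outside them. The gene-end share was higher among the 8763 CAP-D3 peaks that overlapped no IgG peak with a score of at least 10, at 21.1%, than among the 772 IgG peaks (odds ratio 1.47, Fisher's exact test, two-sided, p = 0.00012). This test compares the 2 lists, since peaks are not replicates. The share in gene spans outside the windows was similar in both lists, with overlapping intervals. From the classes in Fig. S8, the paper states that most CAP-D3 sites lie outside promoters, in contrast to CAP-D3 orthologs in other organisms. Within 150 bp of a gene end lay 2.8% of CAP-D3 and 3.24% of IgG peaks, against 6.88% and 6.9% for random placements. A promoter share read from these lists carries this scarcity, which IgG shares.

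**Figure D1:**
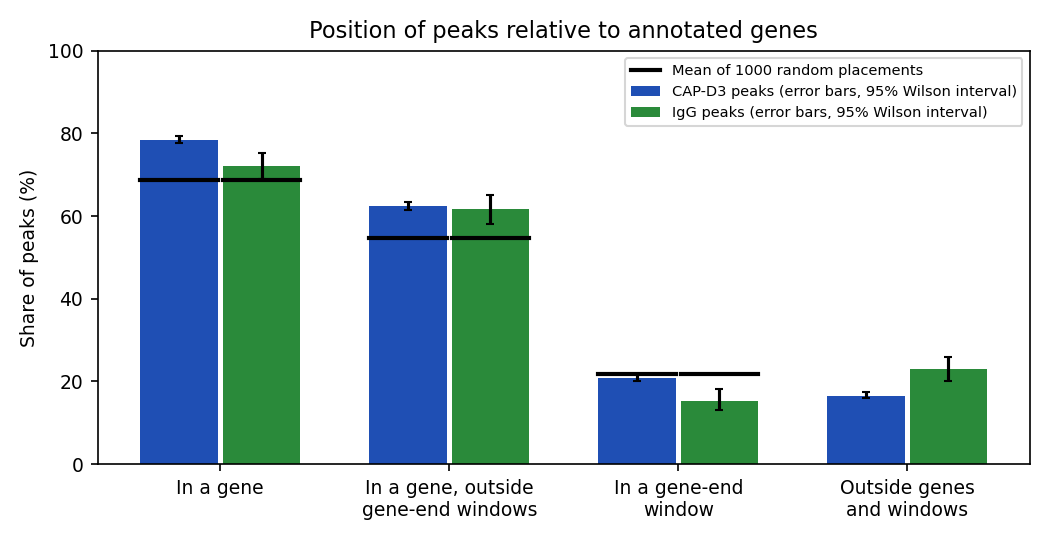
Share of CAP-D3 peaks (blue, 9215 peaks) and IgG peaks (green, 772 peaks) by position, as a percentage of peaks on the vertical axis, with 95% Wilson intervals as error bars and the mean of 1000 random placements as black lines where it was computed. Peaks in gene spans outside gene-end windows make up 62.5% of CAP-D3 and 61.7% of IgG peaks, both above the placements, and IgG peaks are less frequent in gene-end windows.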

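The deposited CAP-D3 list holds 2 peaks with a score of at least 10 within the annotated span of knot (kn), which lies on 2R. The threshold was chosen partly because the peaks drawn in Fig. 5B exceed it, so their passing it is not a separate result. MACS peak 6828 extends from 14778436 to 14778685 (250 bp) and has a score of 14.58, and 29.4% of the 9254 CAP-D3 peaks with a score of at least 10 have a higher score. MACS peak 6830 extends from 14784701 to 14785009 (309 bp) and has a score of 20.28, which ranks 467 among those peaks. The peaks are separated by 6015 bp. Another 3 CAP-D3 peaks within knot did not reach the threshold. They lie at 14774347 to 14774657 with a score of 9.66, at 14783604 to 14784046 with a score of 2.27, and at 14799264 to 14799524 with a score of 2.17. The peak with the score of 2.27 lies between the 2 stronger peaks, 654 bp from MACS peak 6830. All 5 peaks lie inside the gene span, but whether each is exonic or intronic was not analysed here, and the limits of the KN01 enhancer were not used here. No other peak with a score of at least 10 lies within 5000 bp of the gene. At a score of at least 20, MACS peak 6830 is the only peak left. A pair of peaks is common for a region of this length, as 63.2% of 10000 windows of the length of knot placed at random on 2R held at least as many CAP-D3 peaks with a score of at least 10. That count does not bear on where within the gene the peaks lie, or on whether they flank the enhancer.

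**Figure D2:**
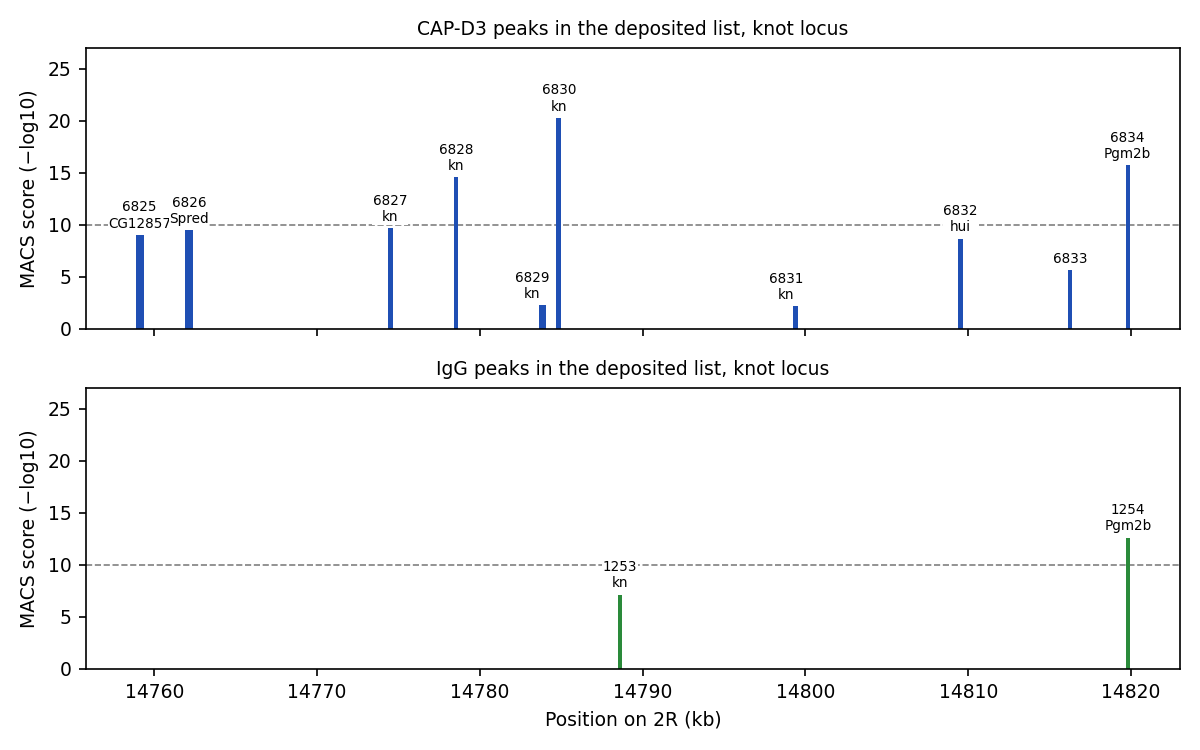
Peaks of the deposited CAP-D3 list (upper panel) and IgG list (lower panel) around knot, with position on 2R in kb on the horizontal axis and the authors' MACS score on the vertical axis; bar widths are peak lengths, the dashed line is a score of 10, and labels give the peak number and the gene whose span the peak overlaps. Within knot, MACS peaks 6828 and 6830 rise above the line, at scores of 14.58 and 20.28, and no IgG peak does. The line was chosen partly because the peaks drawn in Fig. 5B exceed it.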

Upon further inspection of the CAP-D3 ChIP-seq data, it was determined that two significant CAP-D3 binding sites flank the KN01 enhancer sequence (Fig. 5B). To confirm that these sites are bound by CAP-D3 in S2 cells, ChIP with CAP-D3 antibody and qRT-PCR analyses using primers that spanned the *knot* locus (including the potential CAP-D3 binding sites) were performed in control or *Cap-D3* dsRNA-treated cells (Fig. 5C, left panel). Results confirmed that CAP-D3 binding to both of the identified sites (MACS peaks 6828 and 6830) was significantly depleted in *Cap-D3* dsRNA-treated cells (Fig. 5C). 

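Of the 9215 CAP-D3 peaks, 7293 have a midpoint outside the gene-end windows that stand in for promoters. The 1000 of these with the highest scores have scores from 17.11 to 117.54 and a median length of 342.5 bp. Among these 1000 peaks, 201 (20.1%, 95% Wilson interval 17.7 to 22.7%) overlap a peak of the deposited IgG list, and 107 overlap an IgG peak with a score of at least 10. MACS peak 6830, in knot, ranks 353 among peaks outside the windows and so belongs to this set. MACS peak 6828 ranks 2144 and does not. The DNA sequences under the peaks were not analysed here, so no share of peaks with a given motif is reported.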

Interestingly, examination of the top 1000 peaks found outside promoters for common CAP-D3 binding motifs (using the MEME-ChIP web server) revealed that nine motifs were significantly enriched at CAP-D3 binding sites and that one motif, AA(G/A)TGG, is present in the confirmed CAP-D3 binding site corresponding to MACS peak 6830 (sequence not shown).

Given that CAP-D3 has been shown to flank and play a role in the maintenance of repressive chromatin marks of other genes that it transcriptionally represses (Schuster et al., 2013), ChIP analyses for the histone H3 trimethylated lysine 9 (H3K9me3) repressive mark were performed in control and *Cap-D3* dsRNA-treated cells. Results showed that H3K9me3 is present in the region bound by CAP-D3, which surrounds and encompasses the KN01 enhancer (Fig. 5C, right panel). Furthermore, H3K9me3 marks are significantly depleted at this region in *Cap-D3* dsRNA-treated cells, suggesting that CAP-D3 might act to maintain this repressive chromatin mark within the region, potentially promoting a more closed chromatin configuration that might prevent interaction of the KN01 enhancer with the promoter. Finally, ChIP analyses for histone H3 acetylated at lysine 27 (H3K27ac, a mark found at active enhancers) demonstrated no significant changes in distribution within the region in *Cap-D3* dsRNA-treated cells, suggesting that CAP-D3 is not necessary for maintaining H3K27ac at KN01 (Fig. S9). Together, these data suggest that CAP-D3 may directly repress transcription of the *knot* gene by binding to sites that flank the KN01 enhancer and maintaining repressive chromatin marks within the region.

### CAP-D3 represses *knot* and maintains EGFR activity to prevent cell death and promote non-cell-autonomous repression of dSRF

EGFR activity is important for preventing cell death in a number of organisms and tissues (Doroquez and Rebay, 2006; Bergmann et al., 1998). Interestingly, *sca*-GAL4-driven expression of *Cap-D3* dsRNA resulted in a significant decrease in the distance between the outer edges of L3 and L4 in the adult wing compared with the *GFP* dsRNA control [27.41±3.71 (s.d.) versus 28.82±2.94; *n*=44 each; *P*<0.05, Student's unpaired *t*-test]. This indicated that cell death might occur earlier in development in some of the cells in this area. To further examine whether the role of CAP-D3 in promoting EGFR activity is also necessary to prevent cell death, *Cap-D3* dsRNA was expressed using the *sca*-GAL4 driver and wing discs were immunostained for dSRF and DCP-1 (Death caspase-1), a *Drosophila* member of the caspase family of ICE/CED-3 proteases. Results demonstrated that *Cap-D3* dsRNA expression does increase the number of DCP-1-positive cells that lie immediately anterior to the cell exhibiting increased levels of dSRF in the A/P boundary (Fig. 6A). Furthermore, increases in DCP-1 are abrogated when *knot* dsRNA or UAS-EGFR is expressed in combination with *Cap-D3* dsRNA (Fig. 6A,B), although the rescue of cell death is somewhat variable, and discs that exhibit some residual DCP-1 in the pouch also exhibit increased dSRF in the neighboring areas (Fig. 6A, bottom right panel, dorsal side of wing disc). Cell death was largely unaffected in the notum of the majority of these discs (Fig. S10). These findings suggest that CAP-D3 repression of *knot* in cells anterior to the A/P boundary maintains EGFR activity to promote cell survival.

**Fig. 6.**
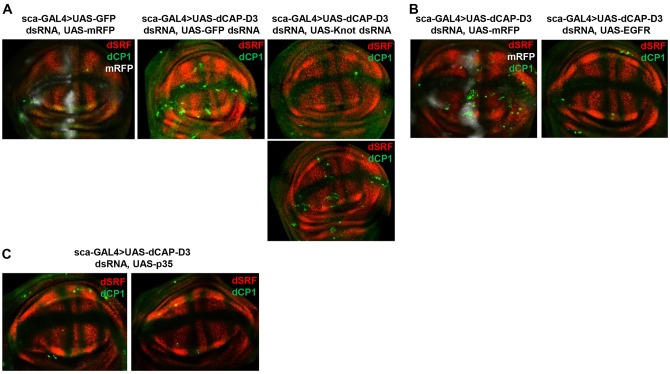
**CAP-D3 deficiency in cells anterior to the A/P boundary results in cell death.** (A) Immunostaining for dSRF (red) and DCP-1 (dCP1, green) show variably elevated levels of DCP-1 in cells anterior to the A/P boundary in discs expressing *Cap-D3* dsRNA as compared with discs expressing *GFP* dsRNA (compare middle and leftmost panels). DCP-1 staining in discs expressing both *Cap-D3* dsRNA and *knot* dsRNA more closely resembles that of control discs (compare rightmost and leftmost panels). (B) Immunostaining for dSRF (white) and DCP-1 (green) in wing discs expressing EGFR and *Cap-D3* dsRNA (right panel) show decreased levels of DCP-1 in comparison to discs expressing *Cap-D3* dsRNA alone (left panel). (C) Immunostaining for dSRF (red) and DCP-1 (green) in wing discs expressing p35 (the baculovirus inhibitor of caspase) and *Cap-D3* dsRNA show decreased levels of DCP-1 in comparison to discs expressing *Cap-D3* dsRNA alone (compare with B, left panels). Discs shown are representative of three experiments on at least five individual larvae per experiment.

To determine whether rescue of cell death in CAP-D3-deficient cells was sufficient to prevent the upregulation of dSRF, the baculovirus inhibitor of caspase, p35, was expressed in combination with *Cap-D3* dsRNA and discs were again stained for DCP-1 and dSRF. The increased levels of DCP-1 were abrogated, as expected (Fig. 6C). The results however showed that increased levels of dSRF remain, as compared with *sca*-GAL4-driven *Cap-D3* dsRNA expression alone (compare Fig. 6C with 6A). Since CAP-D3 levels and EGFR activity remain low in cells expressing p35 that were rescued from cell death, these data indicate that CAP-D3 and EGFR activity is also necessary for the non-cell-autonomous signaling that occurs between the cells anterior to and the cells within the A/P boundary that is responsible for blocking the expression of dSRF.

## DISCUSSION

### CAP-D3/Condensin II-mediated regulation of cell fate in the wing disc

The *Drosophila* wing represents an excellent model with which to study signaling pathways and transcriptional programs that influence cell fate decision and, more specifically, the differentiation of cells into vein or intervein. The ACV and PCV begin to develop structurally during the pupal stage, but ACV development is largely influenced by the expression of dSRF and its regulators during the third instar larval stage (Montagne et al., 1996; Roch et al., 1998). The data presented here show that CAP-D3 expression in cells anterior to the A/P boundary (pink anterior cells on the ventral and dorsal side, Fig. 7A) prevents the upregulation of dSRF in a non-cell-autonomous manner in the two neighboring regions positioned between L3 and L4 at the dorsalmost and ventralmost areas of the pouch (Fig. 7A, blue circles). The data suggest that CAP-D3 binds sites surrounding the KN01 enhancer and represses the transcription and expression of *knot*. This maintains EGFR activity in the cells anterior to the A/P boundary, thus promoting cell survival and facilitating an unidentified EGFR-dependent signal that travels to the neighboring A/P boundary cell to dampen dSRF expression and block the cell fate decision to become an intervein cell (Fig. 7B). This novel mechanism by which CAP-D3 promotes development of the ACV is the first report of the involvement of a Condensin II subunit in regulating cell fate decisions *in vivo*. The data presented here show that other Condensin II subunits may play a role in this regulation, as their downregulation in combination with CAP-D3 enhances the loss-of-ACV phenotype (Fig. S2). However, since individual knockdown of the other subunits does not cause the phenotype it is possible that either CAP-D3 levels are rate limiting for the proposed pathways or that the dsRNAs used to knock down the other subunits are inefficient. The latter is currently hard to test, given the lack of available antibodies that can be used for this purpose.

**Fig. 7.**
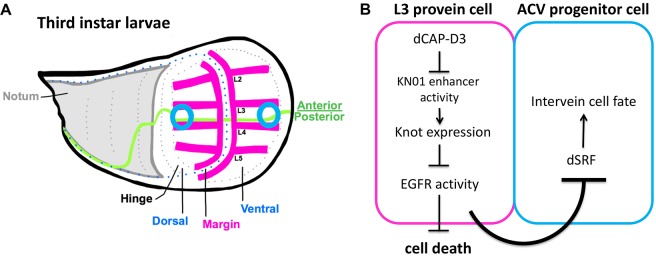
**Model of the mechanism by which CAP-D3 regulates cell fate determination in cells destined to become ACV progenitor cells.** (A) Diagram of the third instar larval wing disc. Blue circles represent the regions from which ACV progenitor cells develop and pink lines represent longitudinal vein precursor cells. (B) In the model, CAP-D3 represses *knot* transcription, potentially by binding to the KN01 enhancer and preventing its ability to activate *knot* transcription in the L3 provein cells just anterior to the ACV progenitor cells present in the A/P boundary. This repression of *knot* expression maintains EGFR activity in these cells, preventing cell death and facilitating an EGFR-dependent signal that acts to dampen dSRF expression in neighboring ACV progenitor cells. This keeps dSRF levels balanced with other regulators of cell fate determination, allowing the cells to become ACV.

### Maintenance of EGFR activity by CAP-D3

EGFR activity is important for the specification of many different cell types throughout fly development. To our knowledge, this is the first report of a Condensin complex functioning to maintain EGFR signaling during development. In an effort to understand whether the ability of CAP-D3 to regulate EGFR activity exists in other cell types, CAP-D3 levels were altered in ovarian follicle cells. It is well known that EGFR activation is required for the establishment of the dorsal/ventral axis of the egg and the embryo (Queenan et al., 1997; Price et al., 1989). Expression of an activated form of EGFR (lambda top) in the follicle cells of the ovary induces a dorsal cell fate in the developing egg, whereas expression of a dominant-negative form of EGFR induces a ventral cell fate. Therefore, to determine whether altering the levels of CAP-D3 would have similar effects, we expressed UAS-GFP-CAP-D3 or *Cap-D3* dsRNA in the follicle cells using the T155-GAL4 driver (Hrdlicka et al., 2002) and examined eggs laid by these females. Although we did observe the expected phenotypes caused by overexpression of constitutively active or dominant-negative EGFR, we did not see similar morphological changes due to overexpression or underexpression of CAP-D3 (Fig. S11). These data suggest that the ability of CAP-D3 to promote EGFR activity is not functional in all cells in the fly and might be very tissue specific. It is also possible that CAP-D3 only promotes EGFR activity in tissues where KNOT is expressed and involved in the repression of EGFR.

A major question that develops from these studies is the identity of the signal that is elicited by cells just anterior to the A/P boundary and which acts on the cells in the A/P boundary to potentiate cell fate decisions. One possibility is that the EGFR ligand Spitz is responsible for the signaling between the cells, and that in CAP-D3-deficient cells there might be a defect in Spitz localization. It was recently shown that the localization of transmembrane Spitz to the apical region of imaginal disc cells renders it incapable of activating EGFR in neighboring cells (Steinhauer et al., 2013). Both overexpression of secreted Spitz and knockdown of Argos, which associates predominantly with Spitz to prevent EGFR signaling (Vinos and Freeman, 2000), rescue the loss-of-ACV phenotype in CAP-D3-deficient cells (Fig. 3C).

Interestingly, cell adhesion can also play a major role in potentiating the EGFR signal from one cell to the next. RAP1, a small GTPase that regulates DE-cadherin (Shotgun)-mediated cell adhesion, indirectly maintains EGFR signaling in the wing disc through these contacts, and *Rap1* mutant tissue exhibits planar cell polarity defects and loss of wing vein differentiation (O'Keefe et al., 2009). Although we have not formally tested the idea, it is possible that CAP-D3 deficiency anterior to the A/P boundary results in loss of cell-cell adhesion, thus preventing transduction of the EGFR signal into the A/P boundary cells.

### Potential mechanisms by which CAP-D3 may regulate the KN01 enhancer

Maintenance of the EGFR signal in cells anterior to the A/P boundary seems to rely on the ability of CAP-D3 to repress *knot* (Fig. 4). Our data suggest that CAP-D3 may repress *knot* through binding to regions surrounding the KN01 enhancer and maintaining H3K9me3 (Fig. 5). H3K9me3 is found at repressed chromatin, and more recently was shown to be present at ‘poised’ enhancers in mouse ESCs (Zentner et al., 2011); active enhancers in these cells were found to lose the H3K9me3 mark. Given that Condensins are implicated in the regulation of DNA looping *in vitro* and in *Drosophila* tissue culture cells (Bazett-Jones et al., 2002; Kimura et al., 1999; Li et al., 2015), it is possible that CAP-D3 regulates looping at the KN01 enhancer to maintain a repressed, yet poised, chromatin state.

An analysis of chromatin marks present in the region, using modENCODE (www.modencode.org; Kharchenko et al., 2011), suggests that a large Polycomb-repressed domain exists over the entire *knot* locus but, interestingly, that open chromatin appears toward the 3′ end. This suggests that a border between transcriptionally active and repressed chromatin might exist very close to the KN01 enhancer. As Condensin II has been shown to bind to these types of borders and to help to organize topologically associated domains (TADs), it is possible that CAP-D3 binding to KN01 functions in this capacity (Van Bortle et al., 2014; Li et al., 2015). Furthermore, disruption of TADs can alter long-range interactions between enhancers and promoters or other gene regulatory elements, resulting in gene misexpression and serious developmental abnormalities (Lupianez et al., 2015). Future chromosome conformation capture (3C) assays will be necessary to test these ideas.

### Broader implications of CAP-D3-mediated *knot* repression

KNOT expression is important for *Drosophila* development in several contexts. It regulates head development (Crozatier et al., 1996, 1999), is important for embryonic muscle cell fate specification (Crozatier and Vincent, 1999; Dubois et al., 2007) and regulates hematopoietic progenitor cell fate (Pennetier et al., 2012; Benmimoun et al., 2015). KNOT is expressed in postmitotic neurons and controls class IV-specific dendritic arbor morphology in the *Drosophila* peripheral nervous system (Crozatier and Vincent, 2008; Hattori et al., 2013; Jinushi-Nakao et al., 2007). KNOT is also necessary (in combination with other transcription factors) for cell fate specification of specific neurons in the ventral nerve cord and is part of a feed-forward cascade that activates specific terminal differentiation genes in specific neurons (Baumgardt et al., 2007). Overexpression of KNOT causes misexpression of major neuropeptides and drives the cell toward one fate over another (Baumgardt et al., 2009). The question then arises as to whether CAP-D3 might contribute to cell fate specification programs in specific neurons and/or other tissues through its ability to repress *knot* transcription. The fact that *Cap-D3* dsRNA expression mediated by some GAL4 drivers that drive expression in the CNS results in pupal lethality (Table 1), suggests that CAP-D3 might play an important role in the development of specific cells in the CNS and is an idea that needs to be more thoroughly explored.

Recently, it was shown that a high sugar diet promotes O-linked N-acetylglucosamine (O-GlcNAc) transferase (OGT)-mediated O-GlcNAc modification of Polyhomeotic, leading to Polycomb-mediated upregulation of *knot* in *Drosophila* pericardial nephrocytes, which are analogous to the mammalian podocyte (Na et al., 2015). Podocytes encircle the glomerular capillaries, and reorganization of their actin cytoskeleton in diabetic patients can lead to albuminuria (Reidy et al., 2014). Upregulation of *knot* in response to the high sugar diet caused downregulation of the Nephrin-like protein SNS in *Drosophila* nephrocytes and resulted in phenotypes similar to those seen in patients with diabetic nephropathy (Na et al., 2015). The mammalian orthologs of KNOT are the Early B-cell factor (EBF) proteins EBF1-4 and the Na et al. (2015) study also showed that nuclear EBF2 levels were increased in both human patients and mouse models of diabetic kidney disease. If the novel pathway that we describe here is conserved in human cells, with CAP-D3 (NCAPD3)/Condensin II mediating repression of EBF transcription factors, then CAP-D3 may represent a novel therapeutic target, the facilitated upregulation of which might help to remedy functional defects in podocytes exhibited by diabetic patients.

## MATERIALS AND METHODS

### *Drosophila* stocks and cell lines

The following stocks were obtained from the Vienna Drosophila RNAi Library: *UAS-Cap-D3-dsRNA^GD913^*, *UAS-Cap-H2-dsRNA^KK103162^*, *UAS-SMC2-dsRNA^GD4489^*, *UAS-SMC2-dsRNA^KK100466^*, *UAS-SMC4-dsRNA^GD4454^* and *UAS-knot-dsRNA^KK114322^*. The following stocks were obtained from the Bloomington Drosophila Stock Center at Indiana University: *px[1] bs[3],UAS-Egfr* (*w[+mc]=UAS-Egfr.B*), *Egfr* dominant-negative (*w[+mc]=UAS.Egfr.DN.B*), *argos* dsRNA stock (*y[+t7.7]v[+t1.8]=TRiP.JF03020*), *knot* dsRNA (*y[+t7.7]v[+t1.8]=TRiP.JF02206*), *UAS-knot* (*w[+mc]=UAS-kn.M*) and all GAL4 driver stocks. The *kn[1]* stock was obtained from the Kyoto Drosophila Genetic Resource Center. Other stocks used were: *UAS-sKer* (Urban et al., 2002), *UAS-GrkΔTC* (Queenan et al., 1999), *UAS-vn1.1* and *UAS-vn1.2* (Schnepp et al., 1998) and *kn[col-1]* (Crozatier and Vincent, 1999). All flies were maintained on standard dextrose medium. All crosses were performed at 25°C. S2 cells were obtained from the Drosophila Genomics Resource Center at Indiana University (where they are termed S2-DRSC).

### Immunofluorescence

Third instar larval wing discs were dissected in PBS on ice for 15 min then fixed with 4% paraformaldehyde and 0.5% Triton X-100 for 25 min with rocking at room temperature. Discs were washed twice in PBT (0.1% Triton X-100 in PBS) plus 1% BSA (PBT-BSA) before blocking for 2 h at room temperature in PBT-BSA buffer. Primary antibodies were diluted in PBT-BSA and discs were incubated overnight at 4°C. Discs were washed five times in PBT for 5 min each at room temperature with rocking. All secondary antibodies were diluted 1:500 in PBT-BSA and incubated with discs for 2 h at room temperature with rocking. Discs were washed five times in PBT before two 5 min washes in 0.3% Tween 20 in PBS. Discs were mounted in VectaShield with DAPI (Vector Labs). Imaging was performed on a Zeiss AxioImager Z1 motorized epifluorescence microscope using an MRm CCD camera with a 20× objective lens. Antibodies are listed in the supplementary Materials and Methods.

### RNA *in situ* hybridization

Probes were designed as described by Zimmerman et al. (2013) with slight modifications using *knot* cDNA clone RE03728 (Drosophila Genomics Resource Center at Indiana University). RNA *in situ* hybridization using sense (not shown) and antisense probes was performed as described by Su et al. (2011) and developed using the Vector Red Alkaline Phosphatase Substrate Kit (Vector Laboratories). Images were taken on a Leica SCN400 slide scanner.

### dsRNA treatment and qRT-PCR analysis

dsRNA treatments and qRT-PCR analyses were performed as described (Schuster et al., 2013). Primers are listed in the supplementary Materials and Methods.

### ChIP and ChIP-seq analyses

ChIP experiments were performed as described (Schuster et al., 2013). DNA used in both ChIP and ChIP-seq experiments was sheared with 500 units of micrococcal nuclease per tube containing nuclei from 5×10^7^ cells. 10 µg CAP-D3 antibody YZ384 (Longworth et al., 2012) or 10 µg IgG antibody was used for immunoprecipitations. Three separate ChIP experiments were performed for CAP-D3 and IgG for both ChIP-qRT-PCR and ChIP-seq. DNA samples used in ChIP-seq were quantitated by qubit (Life Technologies) and ChIP-seq libraries were prepared at the University of Chicago Genomics Core (input 5-10 ng DNA) using the Illumina TruSeq ChIP Sample Prep Kit (IP-202-1012). Library quantity and quality was assessed by a Bioanalyzer (Agilent). The pool of libraries was sequenced using the Illumina HiSeq 2500. Data analysis is described in the supplementary Materials and Methods. High-throughput sequencing data described in this manuscript have been deposited at GEO under accession GSE74413.

### Measurement of width of the L3-L4 intervein region

Adult wings were dissected, mounted in Euparal Mounting Medium (Bioquip Products, 6372A) and then imaged on a Leica DFC3000 G stereo fluorescence microscope. The width of the L3-L4 intervein region, from outer edge to outer edge, was measured using arbitrary units in Adobe Photoshop (1 unit=0.085 mm).

How the deposited data were processed for this re-analysis (not part of the article)

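ChIP-seq was carried out by the authors in Drosophila S2 cells for CAP-D3, with IgG as the control antibody and input chromatin as the background. The labels list 6 samples, 2 for CAP-D3, 2 for IgG and 2 for input. The authors called peaks with MACS and deposited 2 peak lists, CAP-D3 against input and IgG against input. Each list gives the sequence, start, end and name of every peak and a score, which is −log10 of a MACS p-value or q-value as calculated by the authors. Which of these was used, the MACS version, the aligner, the genome assembly and whether and how the experiments were combined are not named in the paper's text, which refers to supplementary methods for the data analysis. Because MACS tests each region against input, the score depends on library depth as well as on enrichment. Scores were therefore used only to filter, rank and describe peaks within a list.

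The design fixed before the data were examined assumed that the paper's P of 1e-10 would be a score of 100, as on a scale 10 times larger than −log10. The values fitted a −log10 scale, because only 2 CAP-D3 peaks reached 100 and the peaks drawn in Fig. 5B are those above 10. Whether the paper's P is this score could not be settled further, and the threshold was set to a score of at least 10, and the stricter alternative to at least 20. Starts were converted so that positions count from 1. Tests that need chromosome lengths used 2L, 2R, 3L, 3R, 4 and X, each taken to extend to its last gene or peak.

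Gene names and spans came from the Release 6 plus ISO1 MT annotation, which held 17684 genes on the 6 chromosomes. All 23 genes named in advance were found in it. The assembly was matched to the lists by the position of peaks relative to gene ends. Gene coordinates are not printed. Strand, exons and genome sequence were not used here, so the planned classes were approximated by windows at both ends of each gene and by the rest of the gene span. The planned tests of a motif and of GC content were not run.

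Overlap between lists meant at least 1 bp. Shares were given with 95% Wilson intervals, which treat peaks as independent and cover counting error only. Permutation tests compared each value with 1000 random placements of the peaks, each on its own chromosome and with its own length. With these placements the smallest p was 0.001 for one-sided tests and 0.002 for two-sided tests. The two-sided test of left against right gene ends used 1000 random flips of genes instead, and its smallest p was 0.001. Rotation of all peaks of a chromosome and shifts of 2000 to 10000 bp were the alternative placements. Fisher's exact test compared numbers of peaks between lists. Alternatives in the threshold, the overlap, the promoter window, the gene set and the order of classes were tried. Since each antibody has 1 list, no replicate could be compared or left out, and the depth of the libraries is unknown.

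The genes named in the text were fixed before the data were examined, by name or, for those at the highest-scoring peaks, by rule. They are knot, 22 other genes that the paper names, most of them for the wing or the Condensin complexes, and the genes at the 5 highest-scoring CAP-D3 peaks that overlapped no deposited IgG peak and the 3 highest-scoring peaks that did. The 22 genes include sns, which the paper names for nephrocytes and not for the wing. Peaks within 1000 bp of a named gene were counted. Neighbors of knot, CG10202 (Pgm2b) among them, were named because Fig. 5B shows that region.

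The placement tests were tested on simulated data, with 40 random lists of 9215 peaks. The overlap test gave p under 0.05 in 3 of the 40 lists and the gene-end test in 1 of 40. These tests used 200 placements, and the gene-end test used windows of 150 bp on both sides. The lists were drawn by the same random placement as the test, so they check its computation and not its error for clustered peaks. For the real peaks, rotation gave a wider spread of the gene-end share than random placements (standard deviation 0.8 against 0.425 percentage points). With 200 peaks planted on IgG peaks, the overlap test gave p under 0.05 in all 40 lists, and the mean excess of overlaps was 200.9. In 10 lists displaced by 70 bp, the estimated displacement was 60 to 80 bp. Of 40 random gene lists, 2 had p under 0.05 against genes of similar length. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.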

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

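The tests of chromosomes X and 4 and the test against genes of similar length were chosen after the results they address had been seen.

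CAP-D3 peaks outnumbered IgG peaks by more on the X chromosome than on 2L, 2R, 3L and 3R, a difference between chromosomes that the paper does not report. With a score of at least 10, X had 285 CAP-D3 and 10 IgG peaks, a ratio of 28.5, and the other arms had 8920 and 762, a ratio of 11.7 (odds ratio 2.43, Fisher's exact test, two-sided, p = 0.0027). With every deposited peak, the odds ratio was 2.47 (Fisher's exact test, p = 2.9e-17). Both lists were sparse on X. CAP-D3 had 12.1 peaks per Mb there and 72.9 to 91.6 on the other arms, so that the density on X was 14.8% of theirs (95% interval 13.1 to 16.6%). For IgG with the same threshold the density on X was 6.07% (3.29 to 11.2%). Over all deposited peaks it was 22.5% for CAP-D3 and 9.09% for IgG. IgG was thus sparse on X as well, which argues against a scarcity on X that is particular to CAP-D3. A lower copy number of X in these cells could lower both lists. Chromosome 4 was sparse as well, at 9.84% of the density of the other arms for all CAP-D3 peaks, which copy number of X does not account for, but chromosome 4 could be sparse for a reason of its own, so copy number cannot be told apart from other properties of X. Counts in the weaker list could also fall faster than those in the stronger list when signal drops. At a score of at least 20, 496 CAP-D3 peaks were left, and their density on X was 13.4% (95% interval 7.95 to 22.7%). This interval overlaps that of the 772 IgG peaks with a score of at least 10. An effect of the threshold on the ratio is therefore not excluded. Signal itself could not be varied, because the lists hold no read counts. The design gives no condition that bears on X, so no biological explanation was tested.

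The genes named by the paper other than knot held 64 CAP-D3 peaks with a score of at least 10, and the paper's text reports on peaks in knot alone. The IgG list had 6 peaks in these 22 genes. The CAP-D3 list is larger throughout, with 9215 against 772 peaks, so this ratio is close to that of the whole lists. CAP-D3 peaks were found in 14 of the 22 genes, among them sns with 16 peaks, px with 9, Egfr with 8, bs (which encodes dSRF) with 7, dpp with 5, sca with 4, vn and hh with 3 each. No deposited IgG peak lay at bs or vn, whereas sns had 12, px and dpp 4 each, hh 3, and Egfr and sca 2 each. The paper reports unchanged dSRF levels in S2 cells given Cap-D3 dsRNA, so the peaks at bs do not show regulation of that gene there. Random placements gave a mean of 34.3 peaks in the 22 genes (one-sided permutation test, p = 0.001 with or without knot). Among 10000 lists of genes of similar length the mean was 36.6 (one-sided permutation test, p = 0.002), so gene length does not account for the number. The deposited IgG peaks were also more frequent there, 28 against a mean of 14.8 in such lists (same permutation test, p = 0.01), which argues against an excess particular to CAP-D3 as long as sns is included. At a score of at least 10, the 6 IgG peaks compared with a mean of 2.61 (permutation test, p = 0.0668). The gene sns, which the paper names for nephrocytes and not for the wing, weighed on the number. Without it, 48 CAP-D3 peaks compared with a mean of 32.2 (permutation test, p = 0.0336), and 16 deposited IgG peaks with a mean of 12.8 (p = 0.252). Chromatin that gives more peaks with any antibody could explain part of the excess, and features of these genes other than length were not tested. The design has no second condition, so no biological explanation was tested.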

How the results depend on the processing

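Alternatives were set before the data were examined, apart from 3 added afterwards, which were a score above 10 in place of at least 10, every peak of both lists for the overlap, and a window of 150 bp on each side of gene ends. The stricter threshold was planned as a P of 1e-20. The scores of 10 and 20 were set after the score scale had been read from the lists. No paired analysis was possible because each antibody has 1 deposited list, without values for single experiments. For the same reason, leaving out each replicate in turn could not be run. The motif and GC content tests and their alternatives were not run, since sequence was not analysed here. The depth of the libraries is unknown, which limits any comparison of the number of peaks between lists.

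Counts followed the threshold, as its construction requires. The CAP-D3 list had 22108 peaks without a threshold and 515 at a score of at least 20, against 9254 at 10, and the IgG list had 3915 and 30, against 779. Within 5000 bp of knot the CAP-D3 peaks numbered 6 without a threshold and 1 at a score of at least 20, against 2. The share of CAP-D3 peaks that overlapped an IgG peak stayed above random placements in all 8 alternatives, from 2.73 to 16.7%, with a permutation p = 0.001 in each. Against the same IgG peaks with a score of at least 10, the share rose with the CAP-D3 threshold. It was 2.73% for every deposited CAP-D3 peak, 4.91% at a score of at least 10 and 12.9% (64 of 496) at 20. No alternative gave more CAP-D3 peaks over tRNA genes than random placements.

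The gene-end share of CAP-D3 peaks depended on the window and on the placements. In the permutation test against random placements it was 20.9% with p = 0.0539. It was lower than placements, with a permutation p = 0.002, for every deposited peak (20.5%), for windows of 500 bp on both sides (16.6%), when gene spans were given precedence over windows (4.81%), for windows of 150 bp on both sides (2.8%), and against shifted peaks (20.9% against 26.6%). It was also lower with protein-coding genes alone (17.1%, permutation p = 0.044). At a score of at least 20, without peaks that overlapped IgG peaks with a score of at least 10, and under rotation, it was not distinguishable from placements. The direction was reversed, with more peaks than placements, when any overlap with a window counted (27.4%, permutation p = 0.026), for windows of 1000 bp on both sides (31.8%, p = 0.002), and for windows from 3000 bp outside to the gene end (49.6%, p = 0.002). Against random placements, peaks were thus scarce close to gene ends and more frequent in wider windows, and the window decides which of these is measured. The wider windows were not compared with shifted peaks. In the main window, shifted peaks gave a higher mean than random placements (26.6 against 21.7%). Whether the excess in the wider windows would remain against shifted peaks is therefore unknown.

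The share in gene spans outside the windows stayed above placements with a permutation p = 0.002 in 9 of 11 alternatives. It was 55.4% (permutation p = 0.757) at a score of at least 20, where 496 peaks were left, and 39.7% (reversed, p = 0.803) with the 3000 bp window, which reaches into neighboring genes and takes precedence over their spans. The gene-end share of IgG peaks was 11.5% at a score of at least 20, 19.8% when any overlap counted, 23.8% with 1000 bp on both sides, 39.9% with the 3000 bp window and 11.8% with protein-coding genes alone, against 15.4%. The comparison of IgG peaks with CAP-D3 peaks that overlapped no IgG peak of the same threshold was no longer past 0.05 at a score of at least 20 (odds ratio 2.12, Fisher's exact p = 0.32, with 26 IgG peaks) or with 500 bp on both sides (odds ratio 1.22, p = 0.069, the cause was not tested). In the other 5 alternatives the odds ratio was 1.46 to 1.58. The density of CAP-D3 peaks on X was 22.5% of that on 2L, 2R, 3L and 3R with every deposited peak, against 14.8%. For that change the cause was not tested.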

Differences from the paper's values

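The paper's count of CAP-D3 sites and the count computed here differed by less than 1.5 times. Its share within exons and introns is a lower bound, so a ratio to it has no meaning. The paper's count of CAP-D3 sites is 9059, and 9254 deposited peaks had a score of at least 10. None of the thresholds tried gave the paper's count. The paper gives more than 50% of sites within exons and introns, and 62.5% of peaks lay in gene spans outside gene-end windows. The classes are not the same, because the windows here also cover 3′ ends of genes. Of the alternatives set before the data were examined, the 3000 bp window gave a share below the paper's, 39.7%, and the others gave 51.6 to 78.5%.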

Other observations

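The tests of gene ends, of left against right ends, and of fewer peaks over tRNA genes were chosen after the pattern had been seen.

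CAP-D3 peaks were rare close to gene ends. Of the 9215 CAP-D3 peaks with a score of at least 10, 2.8% had a midpoint within 150 bp of a gene end, against 6.88% for random placements and 8.36% for peaks shifted by 2000 to 10000 bp (two-sided permutation tests, p = 0.002 in both). IgG peaks were as rare there. Of all deposited IgG peaks, 2.56% lay within 150 bp of a gene end, against 7.16% for shifted IgG peaks (permutation p = 0.002), which argues against a scarcity that is particular to CAP-D3. A property shared by both libraries, such as the digestion of open chromatin by micrococcal nuclease or the mapping of fragments, is in line with these values, but which of them is at work was not tested, and no biological explanation was tested. A share of peaks in promoters read from these lists carries the same scarcity.

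The peaks were not placed evenly about left and right gene ends. Over all deposited CAP-D3 peaks, 173 midpoints lay 100 to 300 bp inside left ends of protein-coding genes and 582 inside right ends (permutation test with genes flipped at random, two-sided, p = 0.001, the smallest that 1000 flips can give). The direction was the same on 2L, 2R, 3L, 3R and X. The IgG list showed 18 and 88. Left and right ends are positions on the chromosome, and genes point both ways, so a difference of this kind may come from coordinates displaced toward higher positions. Moving the peaks down by 70 bp made the counts inside nearly equal (324 and 302, permutation p = 0.392). The same move left 446 and 388 outside the ends, 300 to 500 bp away (permutation p = 0.043), where 521 and 295 had been counted before it. Outside, the counts were closest at 90 bp. For IgG the counts inside were closest at 110 bp. Among the CAP-D3 peaks with a score of at least 10, which are part of that list, the move by 70 bp left 150 and 142 inside (permutation p = 0.65) and 196 and 164 outside (permutation p = 0.104). For IgG the move by 110 bp left 43 and 48 inside (permutation p = 0.665), but the counts outside, 57 and 42, did not differ before any move (permutation p = 0.154), so they do not test it. A displacement could thus account for most of the difference in the CAP-D3 list. Within the whole CAP-D3 list no tested distance left p above 0.05 on both sides, whereas 60 and 70 bp did so among the fewer peaks with a score of at least 10. Strand was not used here, so an unequal number of genes pointing each way cannot be told apart from a displacement. A displacement of this size is smaller than the peaks, and it would not move MACS peak 6828 or 6830 out of knot.

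Most IgG peaks lay in CAP-D3 peaks. Of 3899 deposited IgG peaks on the 6 chromosomes, 3088 (79.2%, 95% Wilson interval 77.9 to 80.4%) overlapped a deposited CAP-D3 peak. Shifted by 2000 to 10000 bp, 18.6% did (one-sided permutation test, p = 0.001), so a regional density of peaks does not account for the overlap. An effect of the input shared by both lists, and regions recovered with any antibody, were not tested. The design gives no biological explanation to test.

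On sequences outside the 6 chromosomes, the CAP-D3 list had 39 of 9254 peaks (0.421%) and the IgG list 7 of 779 (0.899%) at a score of at least 10 (Fisher's exact test, two-sided, p = 0.087). Over all deposited peaks the share was lower in the CAP-D3 list, with 49 of 22108 (0.222%) against 16 of 3915 (0.409%) in the IgG list (odds ratio 0.541, Fisher's exact test, two-sided, p = 0.037). These sequences are thus not particular to CAP-D3. They held 6 of the 10 CAP-D3 peaks with the highest scores. The highest score, 141.35, belonged to a peak on such a sequence. For the highest-scoring peaks, genes are given on the 6 chromosomes alone. There, 2 of the 5 highest-scoring CAP-D3 peaks that overlapped no deposited IgG peak were found, neither of them in an annotated gene. Of the 3 highest-scoring peaks that overlapped one, 2 were found there, and 1 of them, on 3L from 1607279 to 1608351, lay in CG18170 and CG33791. Copy number of repeated sequence was not tested.

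The pair of peaks at knot was compared with windows of the same length on 2R. Of 10000 windows placed at random, 63.2% held at least 2 CAP-D3 peaks with a score of at least 10, and the mean was 2.94. The number of peaks alone therefore does not set knot apart. The test does not bear on where within the gene the peaks lie.

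Among the 290 annotated tRNA genes, 0 were overlapped by the 9215 CAP-D3 peaks, where random placements gave a mean of 9.57 overlapping peaks (one-sided permutation test for more, p = 1, and for fewer, p = 0.002). All deposited CAP-D3 peaks gave 1 overlap, against a mean of 22.1 in placements (permutation test for fewer, p = 0.001). All deposited IgG peaks gave 1, against a mean of 3.27 (permutation test for fewer, p = 0.174). Mapping of fragments to repeated tRNA genes was not tested. Peaks of both lists were scarce close to gene ends, and whether the scarcity over tRNA genes goes beyond that was not tested either.

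The remaining genes named in advance had few CAP-D3 peaks with a score of at least 10. Cap-D3, rho and Dcp-1 had 2 each, Cap-H2, SMC2 and shg had 1 each, and spi, grk, aos, en, ci, N, glu and Rap1 had 0.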
